A study of Mus musculus with 8 samples. Its data were reported in "An extended transcription factor regulatory network controls hepatocyte identity" (2023).

How the data were processed

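Total RNA from the livers of 4 PBS and 4 IL1B mice was hybridized by the authors to Affymetrix MoGene 2.0 ST arrays. The deposited values are log2 RMA values that the authors made with Affymetrix Power Tools in Galaxy, with GC correction where the tool offered it, scaled intensities and robust multi-array averaging (RMA); the version is not given in the sources used here. RMA corrects each array for background and normalizes between arrays, so a global difference between groups would be partly removed. The log2 base was taken from the method and from the range of the values. All arrays ended at a common ceiling of 19.93, and the median log2 fold change over all genes was -0.06.

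The table held 41345 features. Through the platform annotation, 23521 had 1 gene symbol, 1814 had several and 16010 had none, 190 of these being array controls. Features with 1 symbol were averaged per symbol to 22180 genes, as in the study's methods, and the others were not named. Symbols of the gene lists were matched as written or through the Entrez identifier of the current RefSeq symbol, which renamed 3 of them; 867 of 955 list entries were measured. No further column of sample values was left unused.

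Samples were grouped by their titles. Each gene was tested with limma (version 3.58.1, R 4.3.3; lmFit and eBayes) on all 8 arrays with group as the only factor, and p-values were adjusted by the Benjamini-Hochberg method over all genes. A gene was called at an adjusted p of 0.05 or less. Counts at 0.15, the study's cutoff, are given for all genes together and for the Hep-ID TFs. For lists, the second counts are those at 0.05 adjusted over the list alone. Gene lists with at least 3 measured genes, 39 in all, were tested with camera (preset inter-gene correlation 0.01), with camera at an estimated correlation (statmod 1.5.0) and with fry, and adjusted over the lists. The mean of a list per array was compared by a two-sided exact permutation test over 70 assignments, whose smallest p is 0.0286. The lists hold the study's TF groups and effector genes, liver functions, inflammatory responses and cell type markers; they, the tests, the alternative settings and the rule for named genes were fixed before the data were examined. None of the study's lists was taken from these arrays. The study took the Hep-ID TFs from earlier work and the other TF groups from its promoter clusters and expression data. The effector genes used here are the part of its longer list of effector genes that was lower in its rat liver nodules. Figures were drawn with matplotlib 3.10.9.

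The rule for named genes picked the 12 genes with the highest and the 12 with the lowest log2 fold change among called genes whose groups do not overlap (without predicted genes, small RNAs and receptor segments), the Hep-ID TFs, the called Hep-ID CONNECT TFs, up to 4 members of each list (the 2 highest and 2 lowest called, filled up by size), the genes the study measured by RT-qPCR in its IL1B mice and the strain markers Nnt and H2-Ea, 179 genes in all, some of which are not printed. Of these, 134 were called, 88 of them in every fit that left out 1 array, and the text takes its examples of each list from those 88 where it can, a preference set after the data were seen.

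Bounds for values at the ends of the scale were set after the data were seen. A gene within 1 log2 unit of the ceiling (18.93 or above) in all arrays of a group was treated as saturated there, and a gene at or below the array's highest antigenomic background probe set (6.65 to 7.08) in all arrays of a group as at background. For such a gene the log2 fold change is given as "at least", with background values raised to that background level, and none is given where both groups are at the same end. This left 48 genes saturated and 12160 at background in both groups, 313 of the latter being called.

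The gene test was checked on simulated data with 200 changed genes among 22180, in 20 draws. The changed genes were taken by their PBS mean from the middle of the scale, without the dimmest genes and those near the ceiling. With each gene's own SD, 2.16%, 44.0% and 89.9% of genes changed by 0.5, 1 and 2 log2 units were recovered, and 3.47% of calls were false. With the moderated SD the shares were 2.46%, 53.8%, 97.0% and 5.09%. The simulated genes were drawn independently, and 2773 genes were called in the real data, so these shares need not carry over. Alternatives were quantile normalization, median centring, the brightest feature per gene, a filter on dim genes, eBayes with trend and robust, array weights, the replicate number as a block, other thresholds and set tests, and leaving out each array in turn. At most 0.341% of features had equal values in any pair of arrays, so each array was counted as a separate sample. The arrays carry no batch or scan label, and p-values measure the spread between these mice.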

Results

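The livers of 8 adult male mice were profiled on 8 Affymetrix MoGene 2.0 ST arrays, a chip on which labelled liver RNA is hybridized to probes for most mouse transcripts. In the PBS group, 4 mice received vehicle, and in the IL1B group, 4 mice received recombinant mouse interleukin 1 beta (IL1B), a pro-inflammatory cytokine, by intraperitoneal injection at 0.5 µg per mouse. Livers were taken 3 h later, and the labels describe each array as the liver of a separate mouse. The strain label is C57BL/6J for the PBS mice and C57BL/6 x CBA for the IL1B mice, whereas the series description gives C57BL/6J for all of them, as the study's methods do for its wild-type mice, so strain label and treatment cannot be told apart from the labels alone. The arrays had median log2 values between 5.64 and 5.76, below the highest background probe set of each array (6.65 to 7.08). The upper quartile lay between 8.06 and 8.10 in PBS and between 8.20 and 8.28 in IL1B. Correlations between any pair of arrays ranged from 0.965 to 0.993 across genes. The first principal component carried 52.5% of the variance and separated the groups, with scores from -52.3 to -39.2 in PBS and from 29.2 to 63.7 in IL1B. The number of arrays, 4 per group, limits the precision of each value, and no hybridization batch is given by the labels.

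The single comparison of the series asks how the liver transcriptome, and the TF-encoding genes of hepatocyte identity in particular, stand 3 h after IL1B. Transcripts of secreted acute-phase proteins had the highest log2 fold changes. Saa3, which encodes a serum amyloid A protein, was at least 10.80 log2 units higher in IL1B, its IL1B values lying at the upper end of the scale (19.77 ± 0.07, SD, n = 4, against 8.97 ± 1.15 in PBS). Saa2, of the same family, was at least 9.25 log2 units higher, and the metalloreductase gene Steap4 at least 6.22. Orm2, an orosomucoid gene, rose by 8.02 ± 0.80 (log2 fold change ± SE, as in all later values of this form, with 4 arrays per group; limma adjusted p = 0.000325), and Lcn2, which encodes the siderophore-binding lipocalin 2, by 7.78 ± 0.59 (adjusted p = 6.99e-05). Genes of host defence followed, with Gbp10 (a guanylate-binding protein gene) at 6.65 ± 0.32, the Toll-like receptor gene Tlr2 at 6.61 ± 0.25, the chemokine gene Cxcl9 at 6.40 ± 0.70 and the kinase gene Ikbke at 6.00 ± 0.41. The neutrophil transcripts Retnlg and S100a8 and the orosomucoid gene Orm3 were at background in PBS, and were higher by at least 4.50, 3.37 and 3.63 log2 units.

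At the other end of the ranking, Depp1 fell by 4.26 (SE 0.52, adjusted p = 0.000938) and the arrestin-domain gene Arrdc3 fell by 4.25 (SE 0.39, adjusted p = 0.000186). The log2 fold change was -3.99 for the mitochondrial carrier gene Slc25a30, -3.89 for the tight-junction gene Cldn1, -3.80 for the cytochrome P450 gene Cyp2u1, -3.77 for the alcohol dehydrogenase pseudogene Adh6-ps1 and -3.54 for the succinate receptor gene Sucnr1, with adjusted p-values between 2.25e-05 and 0.00612. It was -3.82 for Hsd17b6 and -3.62 for Hsd3b5, both steroid dehydrogenase genes, and Nr1i3, which encodes the xenobiotic receptor CAR, fell by 3.79 (SE 0.50, adjusted p = 0.00151). Onecut1, a Hep-ID TF gene, fell by 3.81 (SE 0.85, adjusted p = 0.0184). Smad9 was at background in IL1B, with a bound of -2.62 on its log2 fold change. The call of Hsd3b5 was lost when PBS 1, PBS 3, PBS 4 or IL1B 1 was left out, with log2 fold changes between -4.12 and -2.62 over the arrays left out, and that of Onecut1 when PBS 1 (-3.49), PBS 4 (-3.41) or IL1B 1 (-3.44) was left out.

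Of 22180 genes, 1594 were higher and 1179 lower in IL1B at an adjusted p of 0.05 or less, 2773 in all, of which 841 and 459 changed by at least 1 log2 unit. At the study's cutoff of 0.15 the counts were 2634 and 2592. The values of the groups did not overlap in 4204 genes, or 18.95%, where chance gives 2.86%, and 2663 of the called genes were among them. The balance of directions depended on the scaling: 57.5% of called genes were higher with the deposited values, 46.6% (1320 higher and 1511 lower) after quantile normalization and 63.7% after median centring. The count fell to 1759 without PBS 1 and to 1769 without IL1B 1, and the genes called lower fell to 677 without PBS 1, 781 without PBS 3 and 676 without IL1B 1.

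The Hep-ID TFs, the hepatocyte-specific TFs that the study takes as the core of hepatocyte identity, moved in both directions. Of 12 measured Hep-ID TF genes, 3 were lower and 2 were higher in IL1B. Onecut1 fell from 12.40 ± 1.99 to 8.58 ± 0.75 (mean ± SD, n = 4), Mlxipl, which encodes the carbohydrate-responsive factor ChREBP, fell by 1.05 (SE 0.27, adjusted p = 0.0322) and Onecut2 fell by 1.00 (SE 0.23, adjusted p = 0.0198). Hnf4a, a nuclear receptor gene, rose by 1.25 ± 0.15 (adjusted p = 0.0009) and Nr5a2 by 0.80 ± 0.20 (adjusted p = 0.0297). Adjusted over the list alone, 5 were lower and 2 higher, the additional genes being Ppara at -0.68 ± 0.20 and Cebpa at -0.78 ± 0.24, which had adjusted p-values of 0.0548 and 0.0657 over all genes and were called there without PBS 2 (Ppara, -0.81) and without IL1B 2 (Cebpa, -1.02). Ppara was also called over all genes after quantile normalization (-0.76), with the filter on dim genes (-0.68), with eBayes trend and robust (-0.68) and with array weights (-0.69), and Cebpa with the filter (-0.78) and the weights (-0.84). The count of lower genes was thus 4 or 5 under those settings, and 0 to 3 with 1 array left out. At the study's cutoff of 0.15 over all genes, 5 were likewise lower and 2 higher. The remaining genes passed none of these thresholds: Nr1i2 at -0.61 ± 0.26, Nr1h4 at -0.30 ± 0.32, Foxa2 at -0.15 ± 0.33, Prox1 at 0.20 ± 0.25 and Nr0b2 at 0.25 ± 0.43. With 1 array left out these ranged from -0.75 to -0.39, -0.55 to -0.080, -0.41 to 0.14, 0.013 to 0.38 and -0.066 to 0.62, in the same order.

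**Figure D1:**
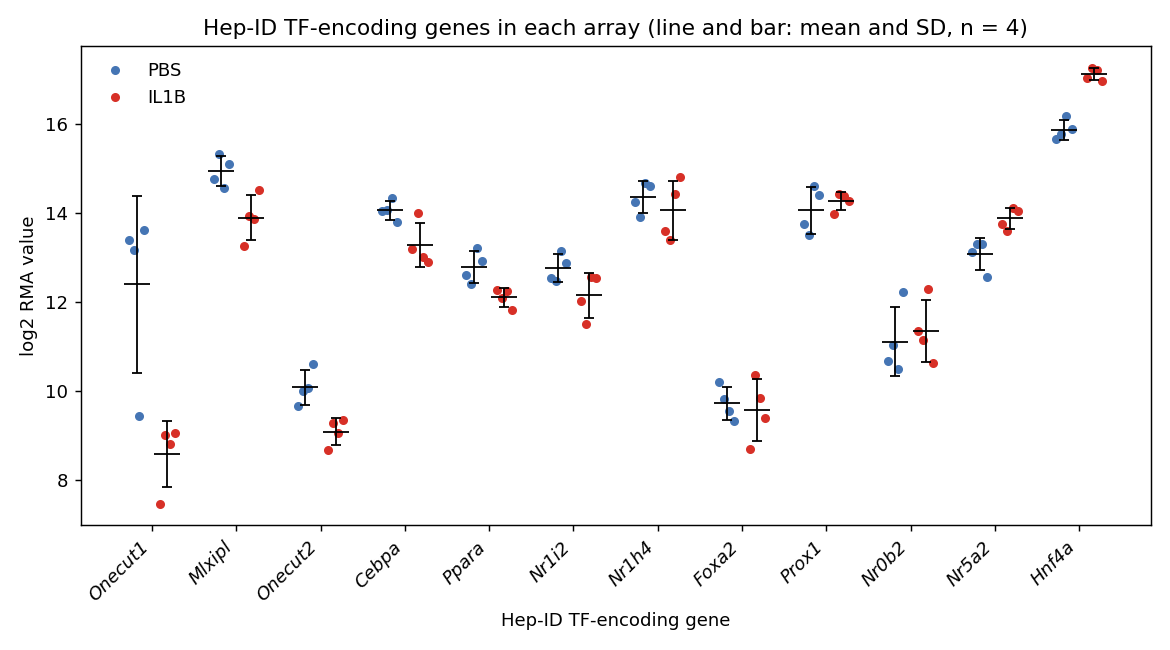
Log2 RMA values (vertical axis) of the 12 measured Hep-ID TF genes (horizontal axis, ordered by log2 fold change) in the 4 PBS arrays (blue) and the 4 IL1B arrays (red); points are arrays, and lines and bars are the mean and SD. Onecut1 lies at 9.43 in PBS 3 and between 13.15 and 13.62 in the other PBS arrays, while the Hnf4a values of the groups do not overlap.

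The mean log2 value of the Hep-ID TF genes was 12.93 ± 0.16 in PBS and 12.44 ± 0.23 in IL1B (SD, n = 4), a difference of -0.49 with a two-sided exact permutation p of 0.0286, the smallest that 70 assignments of 4 and 4 arrays allow; adjusted over the lists it was 0.0531, and the exact test called 0 of 39 lists. A list can pass that adjustment only when many other lists also reach the smallest p, so this count does not speak against any list. Much of the difference lies in Onecut1: the other 11 genes had a mean difference of -0.19 (two-sided exact permutation p = 0.171; camera adjusted p = 0.515; adjusted p = 0.718 with an estimated correlation), a check chosen after the data were seen. Against all other genes the list was not called by camera (adjusted p = 0.302; adjusted p = 0.483 with an estimated correlation). Fry, which tests a list without reference to other genes, did not call it in a single direction (adjusted p = 0.223); its mixed test for change in either direction did (adjusted p = 1.28e-06), as it did 36 of the 39 lists. Set against 9 measured control TF genes of like promoter activity, the Hep-ID TF mean was 2.64 ± 0.21 log2 units higher in PBS and 1.89 ± 0.22 in IL1B (SD, n = 4), a shift of -0.75 (two-sided exact permutation p = 0.0286), or -0.45 less Onecut1 (p = 0.0286). The control TF mean itself rose by 0.26, so part of each shift lies in the controls. A rank-sum permutation test across the 12 and 9 genes gave p = 0.0955. The Mlxipl call was lost in 6 of the 8 fits that left out 1 array (all but those without PBS 3 or IL1B 4; log2 fold changes between -1.25 and -0.83) and the Nr5a2 call in 5 (PBS 1, PBS 4, IL1B 1, IL1B 3 or IL1B 4; 0.63 to 0.89) and with the replicate number as a block (0.80). The Onecut2 call was lost without IL1B 1 (-0.85), and the Hnf4a call was kept in all 8.

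Among the Hep-ID CONNECT TFs, broadly expressed TFs that the study links to the Hep-ID TFs, 10 of 25 measured genes were higher and 2 lower (10 and 4 adjusted over the list alone). Nfil3, a clock-related repressor gene, rose by 2.57 ± 0.31 and Cebpb, an acute-phase regulator gene, by 2.10 ± 0.24. Klf15 rose by 1.54 ± 0.32, Gata6 by 1.15 ± 0.21, Klf9 by 0.91 ± 0.17 and the unfolded protein response gene Xbp1 by 0.85 ± 0.17. Bhlhe40 (1.40 ± 0.33), Crem (0.71 ± 0.18), Atf6 (0.63 ± 0.15) and Atf4 (0.61 ± 0.17) were also called higher, and Zbtb44 (-0.65 ± 0.18) and Hsf4 lower, the last at background in both groups. Camera called the list higher (adjusted p = 0.0256), which was lost with an estimated correlation (adjusted p = 0.207), after quantile normalization (mean shift 0.24 against 0.33), with the filter on dim genes (0.33) and when PBS 2 (0.24) or IL1B 2 (0.30) was left out. The call of Bhlhe40 was lost without PBS 1, PBS 2 or IL1B 4 (log2 fold changes from 1.18 to 1.69 over the arrays left out), that of Atf6 without PBS 1, PBS 4, IL1B 1, IL1B 3 or IL1B 4 (0.55 to 0.73), and those of Crem (0.56 to 0.81), Atf4 (0.50 to 0.71), Zbtb44 (-0.75 to -0.52) and Hsf4 in all such fits except those without PBS 2 or PBS 4 for Crem, IL1B 2 for Atf4, PBS 2 for Zbtb44, and PBS 4 or IL1B 2 for Hsf4.

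Of 80 measured genes among the other TFs of the same promoter cluster, 20 were higher and 7 lower (23 and 9 adjusted over the list alone). The ETS family gene Etv6 rose by 2.62 ± 0.31 and Stat3, the mediator of IL6 signalling, by 2.21 ± 0.22, while Gtf2i fell by 1.15 (SE 0.15). Camera gave an adjusted p of 0.00618 (adjusted p = 0.0886 with an estimated correlation), a call also lost after quantile normalization (mean shift 0.15 against 0.25) and with the filter on dim genes (0.28). Of the 9 measured control TFs, 2 were higher, Foxo1 (0.74 ± 0.13) and Foxa3 (1.04 ± 0.25, a call lost without PBS 1, PBS 2, PBS 4, IL1B 2 or IL1B 3, with values from 0.86 to 1.24), and none was lower (3 and 0 adjusted over the list alone; camera adjusted p = 0.0639; adjusted p = 0.207 with an estimated correlation). Atoh8 was at -0.66 ± 0.33 (-0.90 to -0.47 with 1 array left out) and Zfp445 at 0.53 ± 0.34 (0.34 to 0.82). Without PBS 3 (mean shift 0.31) camera called that list. Of 126 measured identity effector genes, non-TF hepatocyte genes that the study lists as lower in rat liver nodules, 31 were lower and 10 higher (43 and 15 adjusted over the list alone). They are only a part of the study's longer list of effector genes, taken for falling in those nodules, so their direction says nothing of the full list, which was not tested. The bile acid 12-alpha-hydroxylase gene Cyp8b1 fell by 2.33 (SE 0.48) and Hsd3b3 by 2.49 (SE 0.54), whereas Lpin1, a phosphatidate phosphatase gene, rose by 4.47 ± 0.43 and the lipogenic gene Thrsp by 2.45 ± 0.47. Camera called the effector list lower (adjusted p = 0.00188), which was lost with an estimated correlation (adjusted p = 0.384); 12 of its members were at the upper end of the scale in both groups. The list mean was 14.33 and 14.17 in IL1B 1 and 2 and 14.52 and 14.43 in IL1B 3 and 4, against 14.44 to 14.75 in PBS.

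Of 23 measured genes of the early NF-kB response, 16 were higher and none lower (17 and 0 adjusted over the list alone), and 4 were at background in both groups. Their median log2 fold change was 1.80, or 0.79 with members at their bounds. Irak3, a brake on interleukin 1 signalling, rose by 5.94 ± 0.32 and the adhesion gene Icam1 by 4.50 ± 0.52, with Nfkbiz at 0.79 ± 0.17 and Map3k8 higher by at least 0.69. The list mean rose from 7.46 ± 0.19 to 9.57 ± 0.19 (SD, n = 4), a mean log2 fold change of 2.11, or 1.80 with members at their bounds, and camera called it with a preset (adjusted p = 5.4e-16) and with an estimated correlation (adjusted p = 0.0288). Among IL6-STAT3 targets, 11 of 18 were higher and 1 lower (13 and 1 adjusted over the list alone). The oncostatin M receptor gene Osmr rose by 4.54 ± 0.41, Bcl3 by 2.77 ± 0.20 and the shared receptor subunit gene Il6st by 1.20 ± 0.15, and the receptor gene Lifr fell by 1.59 (SE 0.21). Camera gave adjusted p-values of 3.2e-08 and, with an estimated correlation, 0.0288. Of 39 gene lists tested, camera called 15 higher and 8 lower at the preset correlation, and these 2 lists are the calls that held with an estimated one. Fry, which uses no other genes as reference, called 25 of the 39 in a single direction. Among these were lists not called by camera: iron handling (fry adjusted p = 0.00385), control TFs (fry adjusted p = 0.00725), nuclear receptors (fry adjusted p = 0.00835), coagulation (fry adjusted p = 0.0093) and negative acute-phase genes (fry adjusted p = 0.0232). Stellate cell markers (fry adjusted p = 0.0412) and adipocyte markers (fry adjusted p = 0.0411) were further such lists. Of the lists that camera called, fry did not call effector genes (fry adjusted p = 0.0515), phase II conjugation (fry adjusted p = 0.0546), fatty acid oxidation (fry adjusted p = 0.0656), complement (fry adjusted p = 0.148) and sterol synthesis (fry adjusted p = 0.158).

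Acute-phase protein genes were higher in 21 of 27 cases and lower in none (22 and 0 adjusted over the list alone). The list mean was 14.85 ± 0.44 in PBS and 18.08 ± 0.29 in IL1B (SD, n = 4), a mean log2 fold change of 3.24, or 3.15 with members at their bounds, and camera gave an adjusted p of 1.54e-21 (adjusted p = 0.0732 with an estimated correlation). Cp, the ceruloplasmin gene, was higher by at least 0.69. Because 5 members, Hp among them, were at the upper end of the scale in both groups, their change is not measured here. Hp is still counted among the 21, on a call lost in each fit leaving out 1 array except that without PBS 2. Of 13 measured negative acute-phase genes, 2 were lower and none higher, in both adjustments (adjusted over the list alone as well): Igfals, a carrier protein gene of the IGF system, fell by 1.34 (SE 0.23), and Rbp4, the retinol-binding protein gene, had a bound of -0.54 on a call lost in each fit leaving out 1 array except that without IL1B 3 (-0.62 to -0.44). Another 5 members were at the upper end of the scale in both groups, so a fall of these is not measured here. Serpina6 (-0.53 ± 0.27, from -0.77 to -0.28 with 1 array left out) and Pon1 (-0.44 ± 0.18, from -0.56 to -0.34) were not called. Camera did not call the list (adjusted p = 0.352, or 0.417 with an estimated correlation), while fry did.

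Among interferon-stimulated genes, 15 of 25 were higher and none lower (19 and 0 adjusted over the list alone; camera adjusted p = 2.04e-12; adjusted p = 0.207 with an estimated correlation). Isg15, a ubiquitin-like modifier gene, rose by 1.27 ± 0.24 and Gbp5, a guanylate-binding protein gene, was higher by at least 1.20. Of 27 chemokine genes, 7 were higher and 1 lower, with the same counts adjusted over the list alone (camera adjusted p = 0.000493; adjusted p = 0.207 with an estimated correlation). Beside Cxcl9, Ccl2, a monocyte attractant gene, was higher by at least 1.03, while Cxcl12 was the gene called lower (-1.11 ± 0.27), a call lost without PBS 3, PBS 4, IL1B 1 or IL1B 3 (-1.28 to -0.88). Of 21 immediate-early genes, 7 were higher and none lower (10 and 0 adjusted over the list alone; camera adjusted p = 0.000252; adjusted p = 0.207 with an estimated correlation), including Btg2 at 3.02 ± 0.54, Fosl2 at 1.34 ± 0.21 and Ier3 at no less than 0.46. Endoplasmic reticulum stress genes rose in 15 of 23 cases with none lower (20 and 0 adjusted over the list alone; camera adjusted p = 3.36e-14; adjusted p = 0.0942 with an estimated correlation). Creld2 rose by 3.81 ± 0.50 and Sdf2l1 by 3.48 ± 0.62, both genes of proteins resident in that compartment.

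**Figure D2:**
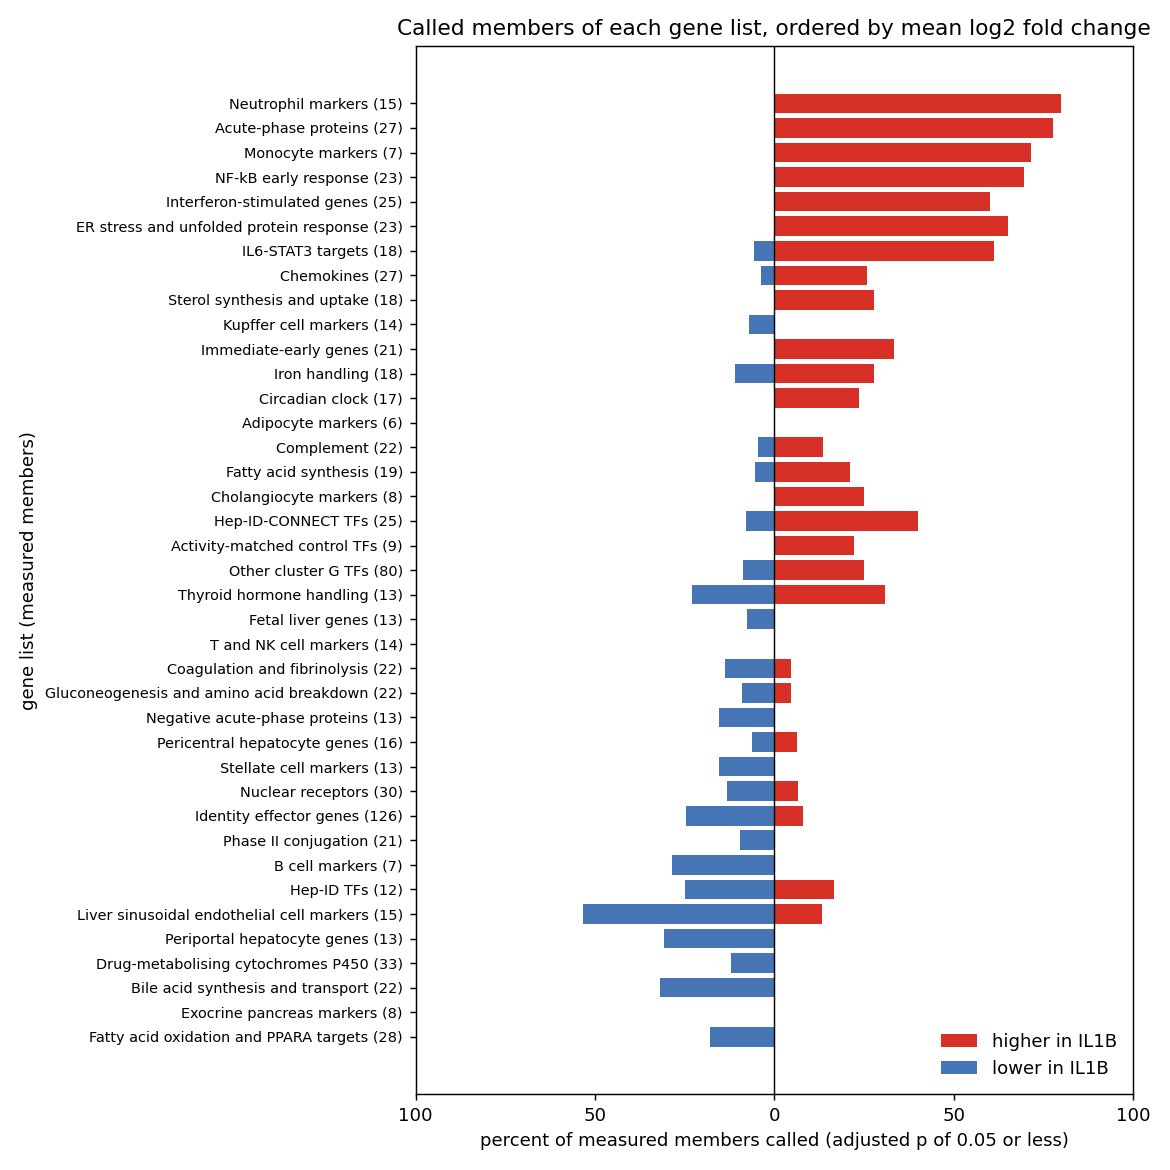
Percent of measured members called higher (red, to the right) or lower (blue, to the left) in IL1B at an adjusted p of 0.05 or less, for each of the 39 gene lists (vertical axis, measured members in parentheses, ordered by mean log2 fold change). The acute-phase list has 21 of 27 members called higher, and the bile acid list has 7 of 22 called lower.

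Transcripts of bile acid synthesis and transport were lower in 7 of 22 cases and higher in none (9 and 0 adjusted over the list alone; camera adjusted p = 0.000131; adjusted p = 0.321 with an estimated correlation). Beside Cyp8b1, the canalicular exporter gene Abcc2 fell by 1.00 (SE 0.18). Of 33 drug-metabolising cytochromes P450, 4 were lower and none higher (12 and 0 adjusted over the list alone; camera adjusted p = 6.63e-05; adjusted p = 0.286 with an estimated correlation), with Cyp3a25 at -2.29 ± 0.31 and Cyp2c40 at -0.81 ± 0.17 beside Cyp2u1. Of 21 phase II conjugation genes, 2 were lower and none higher (1 and 0 adjusted over the list alone; camera adjusted p = 0.0303; adjusted p = 0.384 with an estimated correlation): the glutathione transferase gene Gstt2 fell by 2.18 (SE 0.45) and Ugt2b5 was called at -0.54 ± 0.15, a call lost in each fit leaving out 1 array except that without IL1B 4 (-0.65 to -0.45), while Gsta4 (-1.24 ± 0.49) and Ugt3a1 (-1.11 ± 0.39; called at -1.43 without PBS 2) were not. The phase II list was not called without PBS 1, PBS 3 or IL1B 2 (mean shift between -0.47 and -0.29 over the arrays left out), and its mean was 14.03 and 13.75 in IL1B 1 and 2 and 14.27 and 14.21 in IL1B 3 and 4, against 14.23 to 14.71 in PBS.

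Fatty acid oxidation genes and PPARA targets were lower in 5 of 28 cases and higher in none (14 and 1 adjusted over the list alone; camera adjusted p = 1.29e-05; adjusted p = 0.384 with an estimated correlation), with a mean shift of -0.94 that was -0.62 without IL1B 2. Creb3l3, which encodes a liver TF of fasting metabolism, fell by 1.13 (SE 0.25), a call lost without PBS 1 (-1.25 to -0.88 over the arrays left out), and the thiolase gene Acaa2 was called at -0.91 ± 0.22, lost without PBS 1, PBS 3, IL1B 1 or IL1B 2 (-1.09 to -0.77). Of 19 fatty acid synthesis genes, 4 were higher and 1 lower, as also adjusted over the list alone (camera adjusted p = 0.423; adjusted p = 0.75 with an estimated correlation); the list mean was 0.36 and the median -0.05. Beside Lpin1 and Thrsp, the elongase gene Elovl6 was called at 1.51 ± 0.34 (lost without IL1B 1 or IL1B 3, 1.24 to 1.81) and Gpam at -1.30 ± 0.33 (lost without PBS 1, PBS 2, PBS 3, IL1B 1 or IL1B 2, -1.57 to -1.01). Sterol synthesis genes were higher in 5 of 18 cases and lower in none, in the same numbers adjusted over the list alone (camera adjusted p = 0.0011; adjusted p = 0.417 with an estimated correlation): the squalene epoxidase gene Sqle rose by 3.80 ± 0.76 and Mvd, of the mevalonate pathway, was higher by at least 1.33.

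Of 18 iron handling genes, 5 were higher and 2 lower (7 and 3 adjusted over the list alone; camera adjusted p = 0.107; adjusted p = 0.241 with an estimated correlation). The haem oxygenase gene Hmox1 rose by 3.03 ± 0.46, while Hjv, the hemojuvelin gene, fell by 3.10 (SE 0.22) and the iron exporter gene Slc40a1 fell by 1.73 (SE 0.32). Complement genes were higher in 3 of 22 cases and lower in 1, as also adjusted over the list alone (camera adjusted p = 0.0219; adjusted p = 0.417 with an estimated correlation), with Cfb at 0.80 ± 0.13, C5ar1 at background in PBS and too near it in IL1B for a bound, and C8g at -0.60 ± 0.15, a call lost in all fits leaving out 1 array except those without PBS 2 or IL1B 3 (-0.70 to -0.53); the list was not called without PBS 1, IL1B 1 or IL1B 2 (mean shift 0.22 to 0.50), after quantile normalization (0.33) or with the filter on dim genes (0.32). The complement list mean was 14.42 and 14.16 in IL1B 1 and 2 and 13.62 and 13.59 in IL1B 3 and 4, against 13.31 to 13.71 in PBS, and neutrophil, monocyte and Kupffer cell transcripts were also higher in IL1B 1 and 2 (below). Of 22 coagulation genes, 1 was higher and 3 lower, likewise adjusted over the list alone (camera adjusted p = 0.126; adjusted p = 0.349 with an estimated correlation): Serpind1 fell by 0.62 (SE 0.11), F13b fell by 0.69 (SE 0.15), F3 had a bound of -0.16 and Thbd was higher by at least 0.66; 3 members were at the upper end of the scale in both groups, as were 3 of the next list. Gluconeogenic and amino acid genes were higher in 1 and lower in 2 of 22 cases (1 and 4 adjusted over the list alone; camera adjusted p = 0.802; adjusted p = 0.911 with an estimated correlation), with the lysine breakdown gene Aass at 0.89 ± 0.15, the histidine ammonia-lyase gene Hal at -1.48 ± 0.24, and Slc2a2, the glucose transporter gene, not called at -1.76 ± 0.54 except without IL1B 3 (-2.18), with the filter on dim genes or with the replicate number as a block.

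Neutrophil transcripts were higher in 12 of 15 cases and lower in none (13 and 0 adjusted over the list alone; camera adjusted p = 2.31e-11; adjusted p = 0.207 with an estimated correlation). Beside Lcn2, which hepatocytes also express and which the acute-phase list also holds, Clec4d was higher by at least 0.40 and Ly6g by at least 0.96, the latter on a call lost in all fits leaving out 1 array except those without IL1B 3 or IL1B 4. The mean log2 fold change was 3.70, or 2.35 with members at their bounds. The neutrophil list mean was 10.34 and 10.59 in IL1B 1 and 2, 7.54 and 7.51 in IL1B 3 and 4, and between 5.04 and 5.67 in PBS. Monocyte transcripts were higher in 5 of 7 cases and lower in none (7 and 0 adjusted over the list alone; camera adjusted p = 2.05e-05; adjusted p = 0.248 with an estimated correlation), with Itgam and F13a1 higher by at least 1.96 and 1.46. The mean log2 fold change was 3.07, or 1.98 with bounds. The monocyte list mean was 9.91 and 10.66 in IL1B 1 and 2 and 7.08 and 7.29 in IL1B 3 and 4, against 5.23 to 6.19 in PBS. Kupffer cell transcripts were called in 1 of 14 cases, Slc40a1 being lower (1 higher and 1 lower adjusted over the list alone; camera adjusted p = 0.0568; adjusted p = 0.658 with an estimated correlation); Marco (3.40 ± 1.26), Cd163 (1.43 ± 0.42), Cd68 (1.43 ± 0.64) and the pan-leukocyte gene Ptprc (1.70 ± 0.66) were not called, but without IL1B 4 Marco (4.43), Cd163 (1.78) and Ptprc (2.21) were. The Kupffer list mean was 13.03 and 12.48 in IL1B 1 and 2 and 10.59 and 10.01 in IL1B 3 and 4, against 10.10 to 11.21 in PBS, and the list was called without PBS 2 (mean shift 0.92), PBS 3 (0.98), IL1B 3 (1.13) or IL1B 4 (1.32), while the shift, 0.81 with all arrays, was 0.31 without IL1B 1 and 0.49 without IL1B 2. The means of other lists stood apart in the same arrays: endoplasmic reticulum stress genes were at 13.71 and 13.94 in IL1B 1 and 2 against 13.20 and 13.33 in IL1B 3 and 4, acute-phase genes at 18.26 and 18.40 against 17.86 and 17.80, sterol synthesis genes at 12.85 and 12.46 against 12.16 and 11.69, fatty acid oxidation genes at 13.52 and 12.74 against 14.15 and 14.39, bile acid genes at 14.34 and 13.77 against 14.75 and 14.65, cytochromes P450 at 13.10 and 13.19 against 13.85 and 13.48, and interferon-stimulated genes at 9.53 and 8.84 against 10.06 and 9.56, and the effector and phase II lists were likewise lower in IL1B 1 and 2 (above). The PBS means did not overlap those of IL1B for endoplasmic reticulum stress (12.02 to 12.34), acute-phase (14.44 to 15.35), bile acid (14.93 to 15.41) and interferon-stimulated genes (7.70 to 8.37). They did overlap for sterol synthesis (10.92 to 12.31), fatty acid oxidation (14.18 to 15.10) and cytochromes P450 (13.84 to 14.29). The Hep-ID TF mean was 12.10 and 12.50 in IL1B 1 and 2 and 12.65 and 12.52 in IL1B 3 and 4. Its values in IL1B 2 and 4 lay close together, as did the interferon means of IL1B 1 and 4. Without IL1B 1 and 2, 1560 genes were called (1030 higher, 530 lower), and without IL1B 3 and 4, 2689, both fits being chosen after the data were seen.

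**Figure D3:**
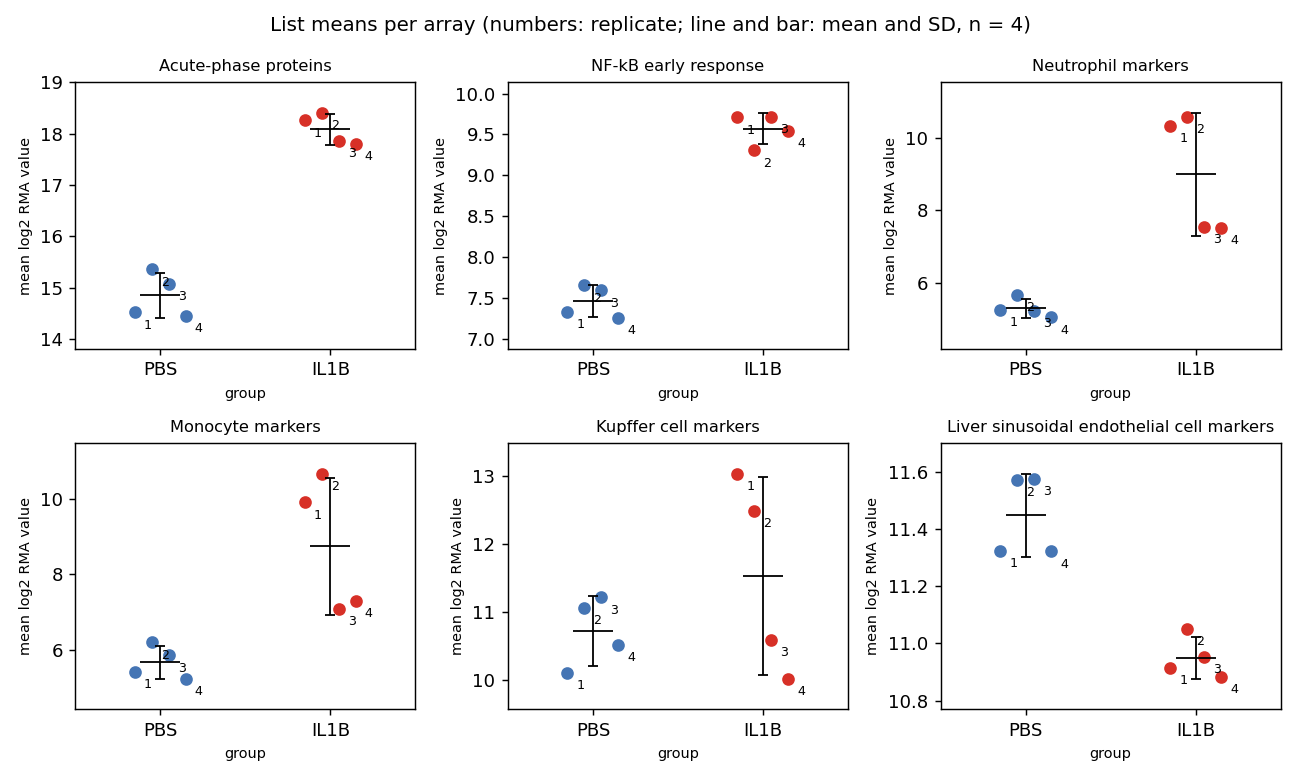
Mean log2 RMA value of 6 gene lists (vertical axes) in each PBS (blue) and IL1B (red) array, with the replicate number beside each point and the group mean and SD (n = 4) as line and bar. The neutrophil list lies between 7.51 and 10.59 in IL1B and between 5.04 and 5.67 in PBS, and the sinusoidal endothelial list between 10.88 and 11.05 in IL1B and between 11.32 and 11.57 in PBS.

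Markers of liver sinusoidal endothelial cells, which line the hepatic capillaries, were lower in 8 of 15 cases and higher in 2 (9 and 3 adjusted over the list alone; camera adjusted p = 0.00122; adjusted p = 0.114 with an estimated correlation). Kdr, a VEGF receptor gene, fell by 2.47 (SE 0.21) and the endothelial phosphatase gene Ptprb fell by 2.75 (SE 0.24), while the hyaluronan receptor gene Lyve1 rose by 3.18 ± 0.63 and the cadherin gene Cdh5 was called at 1.07 ± 0.24, lost without PBS 1 (0.90 to 1.26 over the arrays left out). Of 30 nuclear receptor genes, 2 were higher (Hnf4a and Nr5a2) and 4 lower (3 and 7 adjusted over the list alone; camera adjusted p = 0.391; adjusted p = 0.417 with an estimated correlation), with Nr2f2 at -1.80 ± 0.34. Thyroid hormone genes were higher in 4 and lower in 3 of 13 cases (4 and 5 adjusted over the list alone); the list mean was 0.16, the median -0.35 and the camera direction lower, without a call (adjusted p = 0.909; adjusted p = 0.946 with an estimated correlation). Hectd3, a thyroid hormone-responsive gene, fell by 0.91 (SE 0.18), Thra had a bound of -0.19, and the deiodinase gene Dio1 was not called (-0.35 ± 0.45; -0.86 to -0.050 with 1 array left out). Transcripts of periportal hepatocytes were lower in 4 of 13 cases and higher in none (5 and 0 adjusted over the list alone; camera adjusted p = 0.0354; adjusted p = 0.349 with an estimated correlation), among them Etnppl at -2.53 ± 0.54; the call of the list was lost without PBS 2, PBS 3 or IL1B 2 (mean shift -0.72 to -0.49), with array weights (-0.57) and with the replicate number as a block (-0.63). Of 16 pericentral genes, Slc13a3 was called higher (1.18 ± 0.30, lost in all fits leaving out 1 array except those without PBS 3 or IL1B 4, 0.97 to 1.41) and Lgr5 lower, at background in both groups, as also adjusted over the list alone, while Rnf43 (-1.12 ± 0.42; called at -1.56 without PBS 2) and Cyp7a1 (-1.04 ± 0.64; -1.50 to -0.39 with 1 array left out), the rate-limiting enzyme of bile acid synthesis, were not called, nor was the list (camera adjusted p = 0.305; adjusted p = 0.75 with an estimated correlation), except without PBS 2 (mean shift -0.41).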

Values the study reported

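The study defined a hepatocyte core of 13 Hep-ID TFs. In its IL1B model, mice received 0.5 μg of recombinant mouse IL1B or PBS for 3 h. For its RT-qPCR, livers were taken later, after a further 3 h with or without thyroid hormone (T3). From its transcriptomic data the study reported a loss of hepatocyte identity, with lower expression of several Hep-ID TF genes. It also set the whole profile against liver development, where IL1B livers leaned towards hepatocytes that are not fully mature. That comparison was not repeated here.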

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

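Both tests of the PBS 3 array, of a wrong label and of a different clock phase, were chosen only after the result was seen. Each value below is the gap between 1 array and the nearest other array of its group, divided by the range of the group. It passed the critical value of Dixon's test for 4 samples in 27 of 370 groups of values, where chance gives about 18.5.

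Exocrine pancreas transcripts stood out in PBS 1, where the list mean was 7.73 against at most 5.04 in the other PBS arrays (0.891). The single genes were Cpb1 at 10.18 (0.970), Cpa1 (0.844), Ctrb1 at 9.75 (0.914) and Cel at 7.20 (0.845). PBS 1 also held the lowest PBS values of Cebpb (0.845), Cxcl13 (0.890) and Cd24a (0.831) and the highest of Dhcr7 (0.968). In PBS 2, Saa2 was at 13.64 (0.881) and Cxcl9 at 14.30 (0.875), above the other PBS arrays, as was the adipocyte list mean (0.917). Ugt3a1 (0.929) and Elovl6 (0.883) were lowest in PBS 2, and so was the correlation with the rest of the group, 0.991 (0.866). In PBS 4, Ugt2b5 was highest (0.905) and Uroc1 lowest (0.832) of the group.

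Among the IL1B arrays, IL1B 1 held the lowest values of Onecut1 (7.47; 0.845) and Kdr (0.994). IL1B 2 held the lowest values of Gbp5 (0.845) and Creb3l3 (0.894). IL1B 3 held the highest Xbp1 (0.836) and the highest means of the nuclear receptor list (0.880) and the periportal list (0.984), and IL1B 4 the highest Bhlhe40 (0.912). Outside the genes compared in the report, 527 of 15820 array features without a gene symbol were called, 333 higher and 194 lower in IL1B, while none of 190 control features was called by limma (4 had an unadjusted p of 0.05 or less).

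Onecut1 was at 9.43 in PBS 3 and between 13.15 and 13.62 in the other PBS arrays (0.888), and Foxo1 was highest in PBS 3 (0.990). A mislabelled IL1B mouse is argued against by the acute-phase list mean, which lay 2.73 log2 units below the lowest IL1B array, more than the range of the other PBS arrays (0.908). A different clock phase of that mouse may go with the low Onecut1 value, but the test is void. All 10 clock genes named lay outside the range of the other PBS arrays on the side named; Per3, Tef and Ciart did so at background, which leaves 7 clock genes that count, so the number the test asked for could not be reached. Of the 7, Dbp (11.84 against at most 7.80), Arntl (10.89 against at least 12.28), Per1 and Nr1d1 had been seen before it was drawn up. In IL1B 2, Dbp (10.58) was also the highest of its group, while its Onecut1 lay between IL1B 3 (8.80) and IL1B 4 (9.05), and the labels give no time of day.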

How the results depend on the processing

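The fits that left out 2 arrays together, the restriction to genes above background and the Hep-ID TFs less Onecut1 were chosen only after the result was seen. Counts of called genes stayed within 1.5 times the reported 2773 under quantile normalization (2831), median centring (2687), the brightest feature per gene (2798), a filter on dim genes (3127), eBayes with trend and robust (2796), array weights (2943) and among 8533 genes above background (2960), and no gene called in both fits changed sign. Leaving out 1 array gave 1759 to 2409 genes, 1082 to 1399 higher and 676 to 1077 lower; fewer arrays lower the power. The threshold of 0.15 gave 5226 genes (2634 higher, 2592 lower), and a log2 fold change of at least 1 gave 1300 (841 and 459). Without IL1B 1 and 2, 1560 genes were called (1030 and 530), without PBS 2 and 3, 1174 (735 and 439), and without IL1B 3 and 4, 2689. The Hep-ID CONNECT TF list lost its call with quantile normalization (mean shift 0.24), the filter on dim genes (0.33) and an estimated correlation (0.33), and ranged from 0.24 to 0.42 with 1 array left out. The other TFs of the promoter cluster lost theirs under the same settings (0.15, 0.28 and 0.25), and the effector genes with an estimated correlation (-0.27), which left 2 lists called of 23; the complement, clock, cholangiocyte and periportal lists lost theirs under settings named beside them, and the Kupffer list gained one with the replicate block (0.81); leaving out 1 array gave 17 to 24 lists. The cause was not tested, beyond the wider correlation between genes that the last setting allows. Less Onecut1, the Hep-ID TF list shift was -0.19 and the shift against control TFs, which themselves rose by 0.26, was -0.45. The Hep-ID TF minus control shift stayed at -0.75 but was not past the threshold in a rank-sum test across genes, or with the replicate number as a block, where the smallest p that 4 pairs allow is 0.125. The block gave 2562 genes (1468 higher, 1094 lower). Whether the numbers pair the mice is not settled. Arrays of the same number correlated at only -0.07, 0.22, 0.05 and 0.12, yet 5 of 8 correlated best with their own number. Genes in the text also lost calls: Nr5a2, Atf4, Atf6, Zbtb44, Rbp4, Foxa3, C8g, Gpam and Peg3 with the block, Atf4, Crem, Slc13a3 and Sox9 with quantile normalization, Zbtb44, Rbp4 and Ugt2b5 with median centring, Rbp4 and Ugt2b5 with the brightest feature, and Rbp4 and Ly6g with array weights. Cd163 gained a call with the block, median centring, the filter on dim genes and eBayes with trend and robust, Cd24a with median centring and that filter, and Ugt3a1 with the block. The fetal liver list, at background for 11 of 13 genes, turned to -0.0082 with the brightest feature per gene and ranged from -0.033 to 0.055 with 1 array left out. None of the other values that turned sign was called: with 1 array left out, the T and NK cell list ranged from -0.060 to 0.064, the thyroid hormone list from -0.018 to 0.30, Foxa2 from -0.41 to 0.14, Cpb1 from -1.96 to 0.089, H2-Ea from -0.021 to 0.13 and Nr0b2 from -0.066 to 0.62. Signal over background limits what 12160 genes at background in both groups can show.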

Other observations

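The test of a lower hepatocyte share was chosen only after the result was seen, and the glucocorticoid and ChREBP lists were drawn up after related genes had been seen; 5 of their members (Dusp1, Errfi1, Angptl4, Pklr and Slc2a2) also sit in lists tested before them.

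Clock genes were higher in 4 of 17 cases and lower in none (5 and 1 adjusted over the list alone; camera adjusted p = 0.0162; adjusted p = 0.207 with an estimated correlation). Per1, a light- and stress-responsive clock gene, rose by 3.70 ± 0.46, and Ciart was higher by at least 1.13, on a call that was lost in each fit leaving out 1 array except that without IL1B 4; the call of the list was lost without IL1B 2 (mean shift 0.49) and with the filter on dim genes (0.73). Stellate cell markers were lower in 2 of 13 cases and higher in none (3 and 0 adjusted over the list alone; camera adjusted p = 0.211; adjusted p = 0.417 with an estimated correlation), with the retinol-esterifying gene Lrat at -0.88 ± 0.18 and Colec11 at -1.07 ± 0.18. Cholangiocyte markers were higher in 2 of 8 cases (3 and 0 adjusted over the list alone; camera adjusted p = 0.0381; adjusted p = 0.207 with an estimated correlation), namely Muc1, near background, and Sox9 at 0.92 ± 0.21 (lost without PBS 1, PBS 3, IL1B 1 or IL1B 2, 0.78 to 1.04); the list was not called without PBS 1, IL1B 1, IL1B 2 or IL1B 3 (0.30 to 0.42) or with the filter on dim genes (0.71).

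Among fetal liver genes, at background for 11 of 13, Peg3 was called lower at -0.93 ± 0.22, a call lost in all fits leaving out 1 array except those without PBS 2 or IL1B 2 (-1.09 to -0.78), and Cd24a was at 1.19 ± 0.37, called without IL1B 3 (1.47) or IL1B 4 (1.40) (1 higher and 2 lower adjusted over the list alone; camera adjusted p = 0.915; adjusted p = 0.946 with an estimated correlation). All 7 B cell markers were at background in both groups, with 2 called lower, Cd79b (lost without PBS 1, PBS 2, IL1B 1 or IL1B 3) and Ms4a1 (lost without PBS 2 or PBS 3) (2 lower and 0 higher adjusted over the list alone; camera adjusted p = 0.013; adjusted p = 0.207 with an estimated correlation). All 14 T and NK cell markers were at background and none was called by limma, adjusted over the list alone as well, except Cd8b1 without PBS 3, with array weights and with the replicate number as a block (2 had an unadjusted p of 0.05 or less; camera adjusted p = 0.841; adjusted p = 0.919 with an estimated correlation). No exocrine pancreas marker (8 measured, 0 at an unadjusted p of 0.05 or less; camera adjusted p = 0.182; adjusted p = 0.658 with an estimated correlation) and no adipocyte marker (6 measured, 2 at that p, Fabp4 at 1.54 ± 0.47 and Cidec at 1.53 ± 0.57; camera adjusted p = 0.171; adjusted p = 0.321 with an estimated correlation) was called, adjusted over the list alone as well, though Fabp4 was without PBS 2 (1.91) or IL1B 3 (1.81), with median centring, the filter on dim genes, array weights and the replicate number as a block, and Cidec without IL1B 2 (2.22), and of the red cell markers only Slc4a1 was measured, at background in both groups. The strain marker Nnt was at 9.62 in PBS and 9.29 in IL1B.

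A strain difference between the groups could account for some of the called genes, since the strain labels differ. Nnt, disrupted in C57BL/6J and intact in CBA, had an upper 95% limit of 0.30 for its log2 fold change, which bears on that locus alone. H2-Ea, silent in C57BL/6 and expressed in CBA, was at background in both groups, so its limit of 0.34 excludes nothing, and the bound set in advance needed both markers. Strain and treatment cannot be told apart here, since the labels differ between the groups and no array is known to be CBA; the study's methods give C57BL/6J for its wild-type mice, so the labels may be at fault. Of 35 splits of the arrays, only the real one gave 2773 genes, and the highest other gave 0. The other splits mix PBS and IL1B arrays, so a group difference widens the spread within them and keeps their counts low. They therefore cannot exclude chance as the source of the gene count. For gene lists, 1 of 35 splits reached the real 23, but the highest other gave 21, in splits that keep 3 of 4 arrays of each group together.

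A lower share of hepatocyte RNA in the IL1B arrays could lower the Hep-ID TF mean. A lower share alone would lower the Hep-ID TFs alike, whereas 2 of them were higher. Hnf4a was so in every fit leaving out 1 array and Nr5a2 in 3 of 8, and not with the replicate number as a block. By camera, 2 lists of other cell types were lower, both calls being lost with an estimated correlation (adjusted p = 0.114 for endothelial and adjusted p = 0.207 for B cell markers). B cell markers lay at background. The endothelial mean shift was -0.54 to -0.46 with 1 array left out, against 3.17 to 4.20 for neutrophil markers. More neutrophil RNA would lower the hepatocyte and endothelial shares together, so the endothelial markers cannot decide the question. Hnf4a shows only that a lower share does not account for every Hep-ID TF. A change within hepatocytes was not tested directly, since these are whole livers.

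Per1, Klf9 and Klf15, known to respond to glucocorticoids, were higher in IL1B, and stronger glucocorticoid signalling may contribute. A list of 9 other glucocorticoid-induced genes had a mean log2 fold change of 0.56 (camera p = 0.032; p = 0.0674 with an estimated correlation; two-sided exact permutation p = 0.0286 for the list mean), with 4 genes called higher: Sgk1 (2.09), Dusp1 (1.57), Tsc22d3 (1.43) and Pik3r1 (0.96). Errfi1 (0.59) was not called, nor were the 4 members on the lower side, Sesn1 (-0.58), Angptl4 (-0.55), Mertk (-0.38) and Hif3a, at background in both groups, so its members did not move alike. Dusp1 is also an immediate-early gene, and Errfi1 and Angptl4 are also effector genes, so IL1B signalling itself stays open. Mlxipl was lower, and lower ChREBP activity is a candidate explanation for further changes, but its 8 targets had a mean of -0.78 with none called by limma and 3 at an unadjusted p of 0.05 or less, Gpd1 (-1.63) and Slc2a2 (-1.76) on the lower side and Arrdc4 (1.08) on the higher (camera p = 0.109; p = 0.434 with an estimated correlation; two-sided exact permutation p = 0.171), which does not decide it. Pklr and Slc2a2 of that list are also in the metabolic lists above. Except for Slc2a2, the genes named here from the 2 added lists lie outside the rule for named genes, were named after their values were seen and were not refitted with arrays left out.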
